A study of Mus musculus with 10 samples. Its data were reported in "Multiplexed capture of spatial configuration and temporal dynamics of locus-specific 3D chromatin by biotinylated dCas9" (2020).

How the data were processed

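Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adaptors into open DNA, in G1E-ER4 cells. This mouse erythroid line lacks functional Gata1 and carries a GATA1 protein fused to an estrogen receptor domain, so that β-estradiol switches GATA1 on. Cells were taken before treatment (0 h) and after 2, 6, 12 and 24 h in β-estradiol at 1e-07 M, with 2 libraries per time point and about 50000 cells tagmented for each, giving 10 libraries in 5 groups. Groups and replicate numbers were read from the sample titles.

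The authors trimmed adaptors, aligned the reads to the mouse genome build mm10, kept reads with a unique position and called peaks with MACS without a fragment model. The methods name Bowtie2 as the aligner, whereas the peak names inside the deposited lists carry the word bowtie1, so the aligner version behind the lists is not settled. No shift of reads for the Tn5 cut and no read extension is stated, which leaves the position of a summit uncertain by a few bases up to a fragment length.

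Each deposited list was called in 1 library alone and gives 5 columns per peak. The positions are 1 bp wide, so the lists hold peak summits and no peak widths, read counts or library depth. The score column of the deposited lists is −log10 of the q-value that MACS gave the peak in its own library, with a lowest value of 1.30, which corresponds to a q-value of 0.0499. This score is not scaled between libraries and rises with sequencing depth, so peaks were selected only by their rank inside a list. Its median and highest value were also compared between replicate numbers, where a difference in depth alone could separate the lists. The depth of each library is unknown, and no confidence interval that needs a depth is given.

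Peaks on chromosomes 1 to 19, X and Y entered all comparisons, which left out the 4 or 5 mitochondrial peaks of each list. Every summit was extended by 250 bp on each side to a window of 501 bp. The windows of all 10 lists were merged where they overlapped, and a library was counted as having a region when any of its windows lay in it. The window size was chosen from the distances between nearest summits of different libraries, before any comparison between time points was made. Within 250 bp, 53.3% to 79.8% of the summits of one list had a summit of another, and within 500 bp 58.6% to 85.0% had one.

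A region was called gained at a time point when both libraries of that time point had it and neither 0 h library did, and lost in the opposite case. The 4 libraries of such a comparison can be split into pairs in 3 ways, and the other splits, in which each pair mixes 0 h with the later time point, gave reference counts in which time is balanced. One of them sets the replicate 1 pair against the replicate 2 pair and also carries any difference between replicate numbers, and the other balances the numbers. These 3 splits cannot give a share below 0.333, so this comparison has no significance threshold. As a further reference, 100 presence tables were drawn in which each library kept its number of regions and each region its number of libraries.

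List size was compared with hours by permutation (100000 resamples, two-sided) and each time point with 0 h by an exact permutation test. Similarity of libraries was the Jaccard index of their windows, the bases in both divided by the bases in either. The mean index of the 5 replicate pairs was set against every way of pairing the 10 libraries (exact permutation, one-sided). Spearman's rho between the index and the distance in time rank was set against the 120 orders of the time points (exact permutation, one-sided). An order and its reverse give the same rho on the rank scale, so the smallest share is 0.0167. Regions whose replicates matched at every time point were counted when they switched on once or off once in time order, against the same 120 orders.

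Regions were annotated with GENCODE mouse release M21 on GRCm38 patch 6 (mm10), using 41520 transcript starts of 21911 protein-coding genes. A region within 1 kb of such a start was counted as a promoter region. For windows of 200 kb around a gene, its start was the most upstream of the transcript starts used. At Tmem184a and Gata1 this start lies inside the annotated gene span. Fisher's exact test (two-sided) compared regions gained or lost at 24 h with unchanged regions, meaning those in all 10 libraries. Regions are not independent replicates, so the spread over the 4 comparisons of a single 24 h library with a single 0 h library is given beside these tests. Motifs were consensus sequences read on either strand in the 200 bp centred on the region midpoint. They were GATA (WGATAA), a TAL1-GATA composite (CTG, then 7 or 8 bases, then WGATAA), CTCF, ETS, RUNX, AP-1, KLF and E-box, with Benjamini-Hochberg adjustment over 16 tests. The 22 activated and 19 repressed promoters were those of genes that the study lists with candidate enhancers. Their names stand in 2 alphabetical runs, which were read as the activated and the repressed set. The change from 0 h in the number of peaks within 200 kb was compared between the sets by permutation (100000 resamples, two-sided), with Benjamini-Hochberg adjustment over the 4 time points. The threshold was 0.05 in all tests.

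Named regions were chosen by a rule fixed before the data were examined, as were the comparisons above except for the window size, the definition of a gene start and the shuffled tables. The rule took the 5 gained and the 5 lost regions at 24 h with the highest lower-of-replicates score percentile, among gained regions also seen at 12 h and lost regions also seen at 2 h. Promoters were named when the study's text names them (Mafk, Tmem184a, Btn1a1, Gata2 and Ms4a2) or when a promoter peak was in both libraries of either 0 h or 24 h and in neither of the other. The peak in Gata1 is reported without a test, because this gene is disrupted in the line.

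Alternatives fixed in advance were lists reduced to the 10698 highest-scoring peaks each (equal list sizes), the higher-scoring part of each list (its top 50%), coverage of at least 50% of a region, merging over the 4 lists compared, all sequences, leaving out single libraries, a replicate block, a reciprocal overlap, hours on a linear scale, a promoter distance of 5 kb, matching on GC content and promoter class, motif hits per kb, a 50 kb window and covered length. Windows of 100 and 500 bp on each side, regions of the crossed splits as the comparison (with all peaks and with equal lists), counting neighbouring promoters once, and pairing libraries only across replicate numbers were added after the data had been seen. The methods were tested on simulated data, in which 100% of 200 planted gained and of 200 planted lost regions were found and 8 of 8 planted motifs were called. Planted regions were set in both libraries of 1 time point and in neither of the other. Their recovery was therefore fixed in advance and checks only the counting. The same simulation called 1626 changed regions by time, most of them not planted, and 1286 in the larger crossed split. With no difference planted, the unadjusted motif test made 2 calls in 20 draws. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used. No read-level signal, gene expression or chromatin contact was analysed, because the deposited lists hold none.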

Results

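Open chromatin was profiled by ATAC-seq in 10 libraries of G1E-ER4 cells, 2 at each of 0, 2, 6, 12 and 24 h after β-estradiol switched on GATA1, the erythroid transcription factor that the parental line lacks. The deposited lists held 146939 peaks on chromosomes 1 to 19, X and Y. The smallest list had 10698 peaks (24 h replicate 2) and the largest 19859 (6 h replicate 2). No read totals accompany the lists, so the depth of each library is unknown and a missing peak means only that it was not called. The windows of all lists merged into 28981 regions with a median width of 627 bp. Of these regions, 6234 (21.5%) were in all 10 libraries and 8368 (28.9%) in a single library.

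The lists differed by replicate number. The median peak score, as −log10 of the q-value, was 5.95 ± 0.333 (SD, n = 5) in the replicate 1 lists and 7.14 ± 0.378 (SD, n = 5) in the replicate 2 lists, higher in replicate 2 at 5 of 5 time points (exact permutation p = 0.00794, 252 splits, two-sided). With every list reduced to its 10698 highest-scoring peaks, 60.1% ± 0.791 (SD, n = 5) of the peaks of replicate 1 and 64.2% ± 2.11 (SD, n = 5) of those of replicate 2 lay within 1 kb of a transcription start (exact permutation p = 0.00794). In the full lists the shares were 52.5% and 56.6% and did not separate (exact permutation p = 0.302), with replicate 2 higher at 4 of 5 time points. The number of peaks did not separate the replicate numbers, with 15316 ± 696 against 14072 ± 3557 (SD, n = 5, exact permutation p = 0.460). Replicate 2 had more peaks at 1 of 5 time points only, which was 6 h (19859 against 14211). These tests shuffled all 10 libraries and did not use the pairing by time point. Swapping numbers within time points allows 32 arrangements and no exact permutation p below 0.0625, two-sided. It was not run for these measures.

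**Figure D1:**
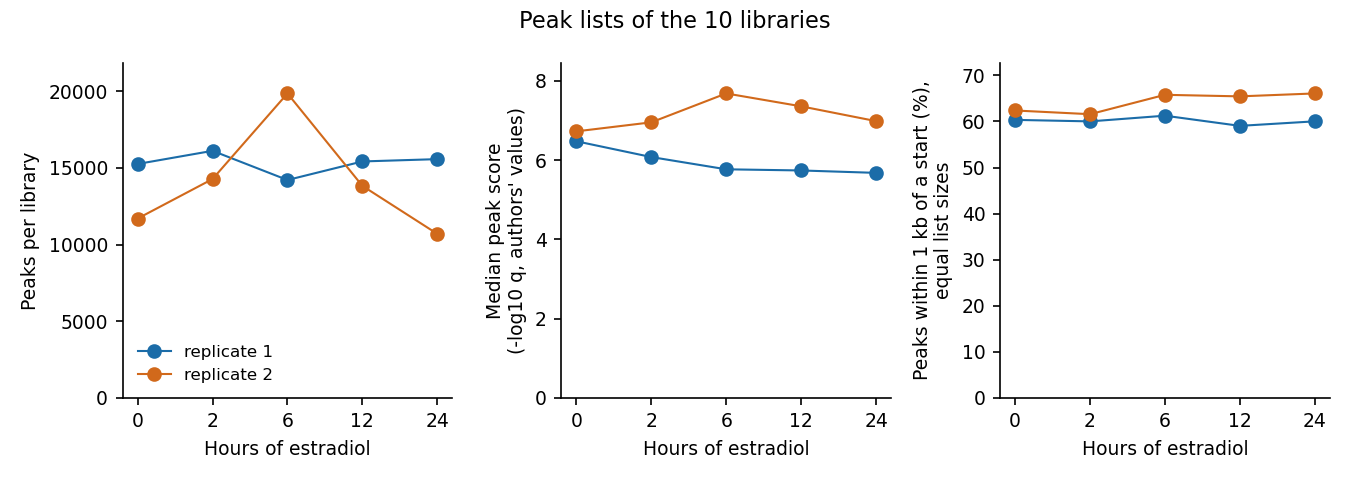
Peaks per library, median peak score (−log10 q-value) and the percent of peaks within 1 kb of a transcription start in lists of equal size, each plotted against hours of estradiol (time points evenly spaced), with 1 point per library. Replicate 2 lies above replicate 1 in score and promoter share at 5 of 5 time points, and peak numbers run from 10698 to 19859.

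Whether list size followed the time course was examined first. The mean number of peaks was 13478 ± 2517 (SD, n = 2) at 0 h, 15195 ± 1301 (SD, n = 2) at 2 h, 17035 ± 3994 (SD, n = 2) at 6 h, 14626 ± 1126 (SD, n = 2) at 12 h and 13136 ± 3447 (SD, n = 2) at 24 h. No time point could differ from 0 h at the threshold, because the smallest exact permutation p for 2 against 2 libraries is 0.333, and the 4 exact p-values were 0.667, 0.667, 0.667 and 1. Over all 10 libraries the number of peaks was not related to hours (Pearson r = −0.226, permutation p = 0.524; Spearman rho = −0.0492, permutation p = 0.919). Without both 24 h libraries, the farthest from the median time, r was 0.160 (permutation p = 0.727), and without 24 h replicate 2 alone it was 0.154, so the sign rested on that library. Permuting time within replicate numbers gave a permutation p of 0.562.

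The study follows chromatin at fixed times of GATA1 activation, so regions gained or lost relative to 0 h were counted next. At 2 h, 773 regions were gained and 333 lost. At 6 h, 1183 were gained and 220 lost, and at 12 h 716 were gained and 546 lost. At 24 h, 495 were gained and 1017 lost. Gained and lost regions together numbered 1106, 1403, 1262 and 1512 at the 4 time points. Pairing the same 4 libraries by replicate number, so that both pairs mixed the time points, gave 1413, 911, 1341 and 1570 regions that separated the pairs. The remaining split, which like the split by time puts 1 library of each replicate number in each pair, gave 838, 1388, 808 and 635. The split by time therefore ranked first of 3 at 6 h and second of 3 at 2, 12 and 24 h. It was below the split that carries the difference between replicate numbers at those 3 time points, and above the split balanced for replicate number at all 4, at 6 h by little (1403 against 1388).

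The counts depended on list size. With lists of equal size, 442 regions were gained and 446 lost at 2 h, 446 and 441 at 6 h, 430 and 509 at 12 h, and 539 and 771 at 24 h. The total at 24 h was then 1310, above both crossed splits (1007 and 628), and at 2, 6 and 12 h the replicate-number split was the largest, at 6 h in place of the time split. Against the split balanced for replicate number the time split was the larger at all 4 time points, with 888 against 692, 887 against 611, 939 against 652 and 1310 against 628 regions. Leaving out a library relaxes the criterion and raised the counts. The largest rise in number was at 6 h, from 1183 to 5663 gained regions without 6 h replicate 1. Gained regions at 24 h rose by a larger factor, from 495 to 3645 without 24 h replicate 2. Regions lost at 24 h numbered 3306 without 0 h replicate 2. In 100 shuffled tables that kept every list size and every region's number of libraries, 506 ± 20.1 regions (SD) were lost at 24 h and at most 563, so none reached 1017. The shuffled tables gave 370 ± 16.0 gained regions (SD) at 24 h, and at most 421, against 495 observed. At 12 h the observed 546 lost regions exceeded the shuffled maximum of 410, whereas the 773 gained at 2 h lay below the shuffled mean of 816.

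**Figure D2:**
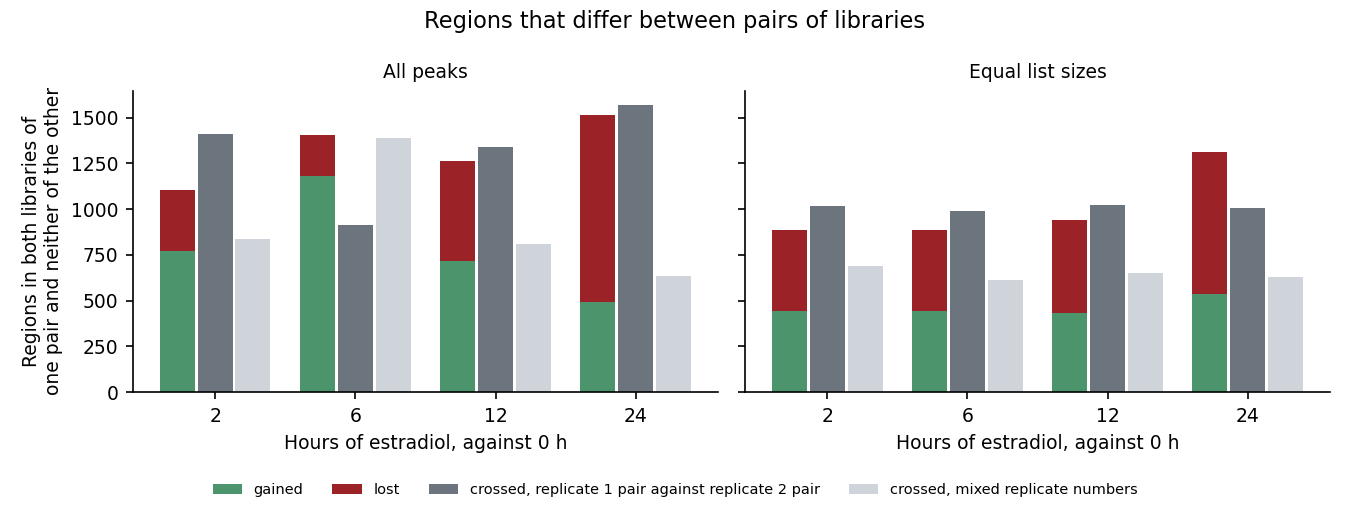
Number of regions present in both libraries of one pair and in neither of the other, for each time point against 0 h, with all peaks (left) and with lists of equal size (right). Stacked bars are regions gained and lost by time, and grey bars are the crossed splits of the same 4 libraries; at 24 h the time split reaches 1512 against 1570 with all peaks and 1310 against 1007 with equal lists.

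All 4 comparisons share the 0 h libraries, which alone makes their results overlap. Of the regions lost at 12 h and at 24 h, 407 were in both sets, 74.5% of the smaller set. Regrouping the later libraries into comparison pairs, with the 0 h libraries always the reference, gave a median of 54.6% (range 34.3% to 83.9%). Of 210 such groupings, the real one included, 14 reached 74.5%. The overlap that another reference pair would give was not measured. Over the other pairs of time points the overlap of lost regions ran from 42.7% (2 h and 6 h) to 77.3% (6 h and 24 h). It was below the median for 2 h with 6 h and for 2 h with 12 h (48.3%). For regions gained at 12 h and 24 h the overlap was 168 regions or 33.9%, against a median of 34.5%.

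Libraries of one time point were compared with libraries of different time points. The mean Jaccard index was 0.411 ± 0.0205 (SD, 5 pairs) within time points and 0.413 ± 0.0244 (SD) between them, and a share of 0.637 of all ways to pair the libraries gave a mean at least as high (exact permutation, one-sided). With lists of equal size the means were 0.430 within and 0.436 between time points (share 0.768). Both libraries of a time point always carry different replicate numbers, so the comparison was repeated among pairs with different numbers, a test chosen after the data had been seen. The mean between time points was then 0.404, and 15 of the 120 such pairings were as similar as the real one (exact permutation p = 0.125, one-sided). With lists of equal size the means were 0.430 within and 0.422 between time points (2 of 120 pairings, exact permutation p = 0.0167), a difference smaller than the spread between pairs (SD 0.0212). The index fell with distance in time. Spearman's rho between the index and the distance in time rank was −0.334, as low in 4 of 120 orders of the time points (exact permutation p = 0.0333, one-sided), and −0.476 on the scale of hours (exact permutation p = 0.0333). Within the replicate 1 libraries rho was −0.515 (exact permutation p = 0.0667) and within the replicate 2 libraries −0.375 (exact permutation p = 0.133). With equal lists these within-replicate values were −0.667 and −0.686, each with the smallest possible exact permutation p of 0.0167. Leaving out a time point kept rho negative. It was −0.168 without 24 h (6 of 24 orders as low), −0.220 without 2 h (7 of 24), −0.390 without 0 h, −0.332 without 6 h and −0.506 without 12 h. With equal lists it was −0.225 without 24 h (2 of 24) and −0.196 without 2 h (6 of 24). Without 24 h an order and its reverse tie, so 24 orders allow no fewer than 2.

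**Figure D3:**
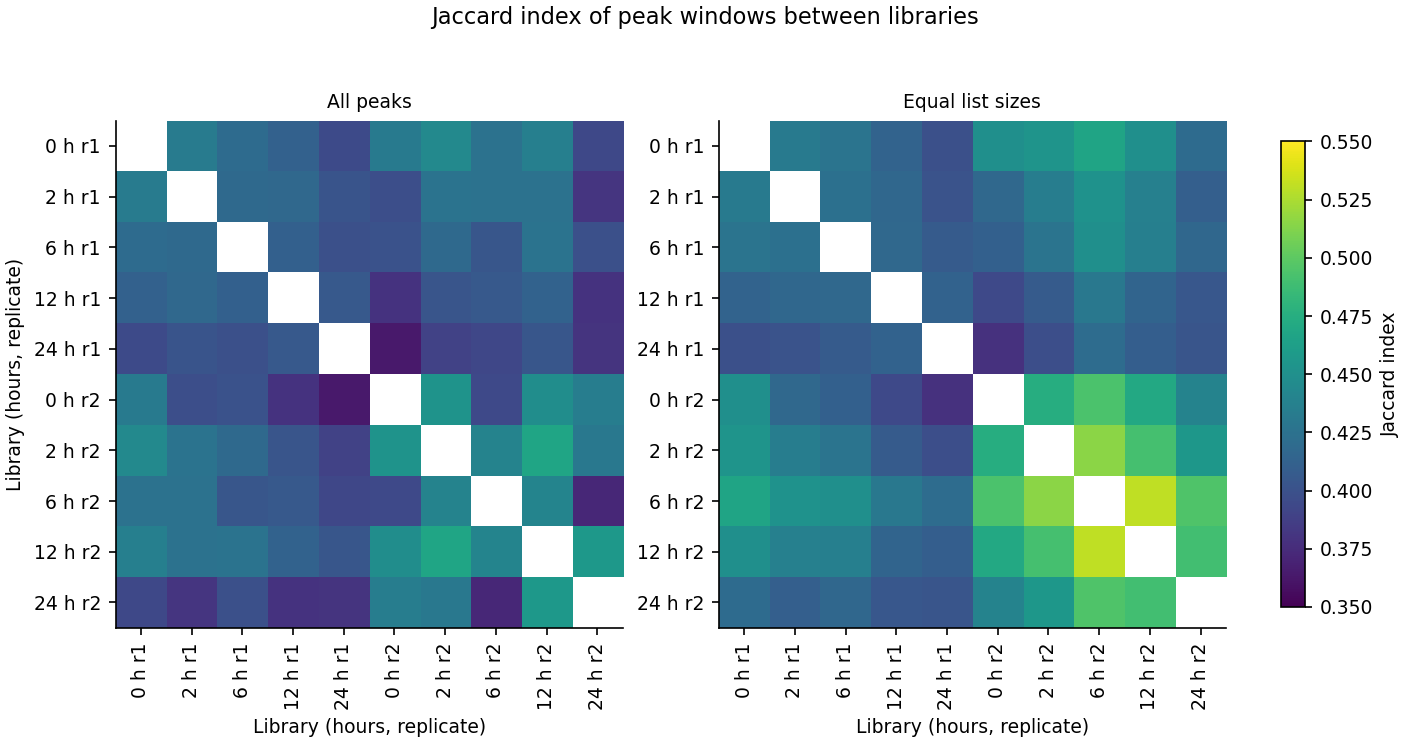
Jaccard index of the peak windows of each pair of the 10 libraries, with all peaks (left) and with lists of equal size (right), libraries ordered by replicate number (r1, r2) and then hours. With equal lists the pairs within replicate 2 average 0.486 and those within replicate 1 average 0.415, and the white diagonal is left blank.

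A region that opens or closes progressively switches once along the course. In 6942 regions both replicates matched at every time point. Of the 708 among them that were not always present, 95 switched on once and 225 switched off once, 320 in all (45.2%). The 120 orders of the time points gave a median of 250 and a maximum of 348 such regions, and 10 orders gave at least 320 (exact permutation p = 0.0833, one-sided). With lists of equal size 310 of 525 regions switched once, the highest count of any order (2 of 120 orders, exact permutation p = 0.0167). Of the 225 regions that switched off, 61 did so between 0 and 2 h, 15 between 2 and 6 h, 44 between 6 and 12 h and 105 between 12 and 24 h. Of the 95 that switched on, 50, 13, 1 and 31 did so in the same intervals. Most single switches were thus at the first or last interval.

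Changed regions at 24 h lay away from promoters. Of the 495 gained regions, 118 (23.8%) were within 1 kb of a transcription start, and of the 1017 lost regions 124 (12.2%), against 4971 of 6234 unchanged regions (79.7%). Odds ratios were 0.0795 for gained (Fisher's exact p = 2.35e-142) and 0.0353 for lost regions. Across the 4 comparisons of single libraries the promoter share was 27.6% ± 6.49 (SD, range 20.7% to 35.7%) for gained and 23.0% ± 1.65 (SD) for lost regions. Regions that vary between replicates are also mostly distal. The 2205 regions of the crossed splits at 24 h had a promoter share of 32.2%, and gained (Fisher's exact p = 0.00024) and lost regions (Fisher's exact p = 1.79e-36) were below that as well. With equal lists the shares were 32.7% for gained, 15.2% for lost and 45.2% for crossed-split regions (Fisher's exact p = 2.74e-07 and 2.09e-50 against the crossed splits). Lost regions were mainly intronic (43.6%) or intergenic (42.2%), and their mean GC content was 48.1%, against 53.4% in gained, 54.8% in crossed-split and 62.8% in unchanged regions.

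Sequence motifs were compared because GATA1 is the factor being activated. Against unchanged regions, 15 of 16 tests passed the adjusted threshold, 12 with a higher and 3 with a lower share. The comparison set mattered most here, as 2 of 16 passed against unchanged regions matched on GC content and promoter class, and 7 of 16 against crossed-split regions. The GATA consensus was in 661 of 1017 lost regions (65.0%), in 12.2% of unchanged regions (adjusted Fisher's exact p = 7.14e-269) and in 24.5% of crossed-split regions (adjusted Fisher's exact p = 1.3e-105). In 763 lost regions with a match among unchanged regions the shares were 59.8% and 46.4% (adjusted Fisher's exact p = 1.7e-06), so most of the excess over unchanged regions went with GC content and promoter class. Single-library comparisons gave 43.7% ± 3.81 (SD, range 39.0% to 48.2%) for lost regions. Gained regions carried the GATA consensus in 38.0%, above crossed-split regions (adjusted Fisher's exact p = 1.07e-08) but not above matched unchanged regions (39.8%, adjusted Fisher's exact p = 0.876). The TAL1-GATA composite was in 18.3% of lost regions, 5.58% of crossed-split and 3.21% of unchanged regions. Against matched unchanged regions its excess in lost regions did not pass (17.0% against 13.2%, adjusted Fisher's exact p = 0.178). The CTCF consensus was in 8.69% of gained regions and 0.834% of unchanged ones, and also in 6.71% of crossed-split regions, a difference that did not pass at 24 h (adjusted Fisher's exact p = 0.243). It was larger at 2 h, with 10.6% of gained and 5.95% of crossed-split regions (unadjusted Fisher's exact p = 3.23e-05), and at 6 h, with 9.72% and 6.00% (unadjusted Fisher's exact p = 0.000106), and it was absent at 12 h (7.12% and 6.84%).

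The GATA share of lost regions was 46.5% at 2 h, 64.1% at 6 h, 62.3% at 12 h and 65.0% at 24 h, against 32.8%, 33.0%, 28.9% and 24.5% of the crossed-split regions of the same libraries. In gained regions it was 34.8%, 30.6%, 38.4% and 38.0%, and it did not differ from the crossed splits at 2 h (Fisher's exact p = 0.309) or 6 h (Fisher's exact p = 0.168).

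**Figure D4:**
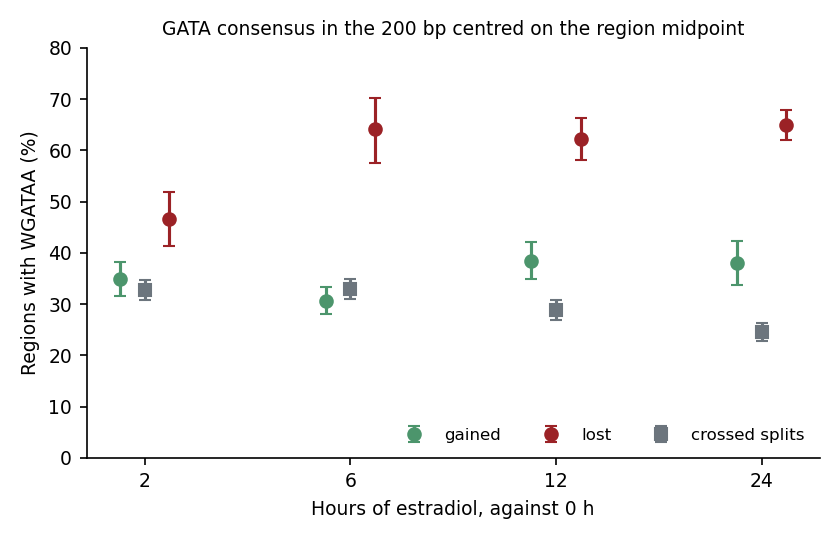
Percent of regions with the GATA consensus WGATAA in the 200 bp centred on the region midpoint, for regions gained or lost at each time point against 0 h and for regions of the crossed splits, with 95% Wilson intervals for counting error only. Lost regions lie at 46.5% at 2 h and at 62.3% to 65.0% from 6 h on, above the crossed splits at every time point.

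The rule for named regions chose among 369 gained and 816 lost regions. The 5 gained ones were at chromosome 7 from 55793817 to 55794453, at the promoter of Tubgcp5; chromosome 1 from 136179395 to 136180041, intergenic, 32.8 kb from the start of Mroh3; chromosome 3 from 51230023 to 51230830, intronic, nearest to Noct; chromosome 5 from 73141671 to 73142301, intronic, nearest to Fryl; and chromosome 8 from 111312587 to 111313347, intronic, nearest to Rfwd3. The Tubgcp5, Noct and Rfwd3 regions were in all 8 libraries from 2 h on and in neither 0 h library. The Fryl region was in 1 library at 12 h and both at 24 h.

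All 5 lost regions were distal and in all 4 libraries of 0 and 2 h and both of 6 h. The highest ranked was at chromosome 16 from 48252749 to 48253432, intergenic, 30.3 kb from the start of Dppa4, with scores of 21.8 and 20.1 at 0 h and 4 GATA matches in the region. It held 2 TAL1-GATA composites, CTGCTTCACTCAGATAA at 48253000 to 48253016 and CTGTTTGTTGCAGATAA at 48253148 to 48253164. The region near Acot4 (chromosome 12 from 84034063 to 84034648, intergenic, 3.7 kb from a start) had 3 GATA matches and no composite. The region near Nxpe2 (chromosome 9 from 48338727 to 48339482, intronic, only 1.4 kb from a start) had 4 GATA matches and the composite CTGTAGGAGGAGATAA at 48339251 to 48339266. The other two were intergenic and far from any start, near Pabpc2 (chromosome 18 from 39903228 to 39903786, 129.7 kb away) with CTGGAGCTGTGAGATAA at 39903561 to 39903577, and near Rsl24d1 (chromosome 9 from 73380680 to 73381262, 266.1 kb away) with CTGGCTTGAAAAGATAA at 73380904 to 73380920.

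The study captured contacts of promoters that GATA1 activates or represses, and accessibility around them was compared as the change in peaks within 200 kb. At 24 h the 22 activated promoters changed by 0.5 ± 1.44 peaks (SD over promoters) and the 19 repressed promoters by −1.24 ± 2.16, a difference of 1.74 (permutation p = 0.00437, adjusted p = 0.0175). The number rose at 13 activated promoters and fell at 9, and it fell at 13 repressed promoters and rose at 4. The difference was 0.772 at 2 h (adjusted permutation p = 0.140), 1.78 at 6 h (adjusted permutation p = 0.0404), where the mean of repressed promoters rose by 1.11 with all peaks and fell by 1.13 with equal lists, and 1.19 at 12 h (adjusted permutation p = 0.0831). With lists of equal size it was 0.913, 1.43, 1.15 and 1.53, with adjusted permutation p-values of 0.0491, 0.0160, 0.0491 and 0.00856. Using replicate 2 alone it was 1.47 at 24 h, and using replicate 1 alone 2.01. At 2 h it depended on the replicate, with 0.201 for replicate 2 alone and 1.34 for replicate 1 alone. Promoters are not independent, because Mafk and Tmem184a share most of their window, as do Rgs1 and Rgs13. Counting each such pair once gave differences of 1.40 at 24 h (adjusted permutation p = 0.0568) and 1.74 at 6 h (adjusted permutation p = 0.0659), which no longer passed the threshold. Rgs1 fell by 5 peaks and Rgs13 by 5.5, and without both the difference at 24 h was 1.26 (permutation p = 0.0196, adjusted p = 0.0785).

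**Figure D5:**
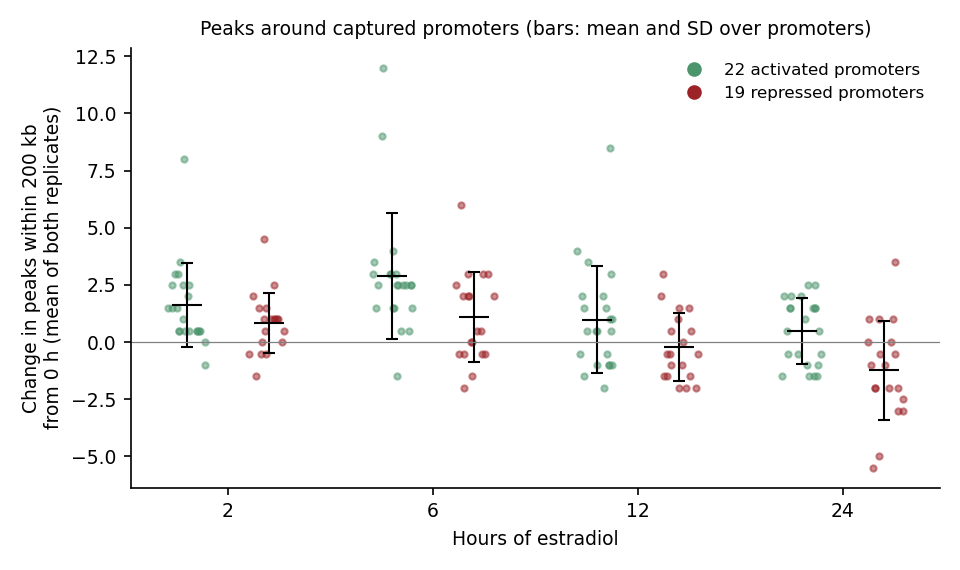
Change from 0 h in the number of peaks within 200 kb of each captured promoter, averaged over both replicates, against hours of estradiol (time points evenly spaced). Points are promoters, black bars are the mean and SD over 22 activated and 19 repressed promoters, and the means at 24 h are 0.5 and −1.24.

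A peak within 1 kb of any transcript start of the gene was found at 15 and 14 of the 22 activated promoters in the 0 h libraries and at 15 and 13 at 24 h. Among repressed promoters, 9 and 7 of 19 had one at 0 h and 5 and 4 at 24 h. In between there was no steady fall, with 6 and 9 at 2 h, 7 and 9 at 6 h and 8 and 8 at 12 h. Il1rl1 (most upstream start at chromosome 1, position 40429570) was the only captured promoter with such a peak in both 0 h libraries and in neither 24 h library, and none showed the opposite.

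At Mafk (chromosome 5 from 139791513 to 139802653) the promoter region and a region 12.8 kb downstream of the start were in all 10 libraries. A region at −88.8 kb was in 0, 1, 2, 0 and 1 libraries in time order, regions at 26.7 kb and 27.5 kb were in 5 and 7 libraries with 1 at 0 h and 1 at 24 h each, and a region at 39.4 kb was in 0, 2, 1, 1 and 2. Tmem184a had no peak within 1 kb of the start used here (139814283) in any library. Its annotated span extends upstream to 139819917, and the region at 27.5 kb (139818650 to 139819329), in 7 libraries, lies near that end. At Btn1a1 (chromosome 13 from 23456992 to 23465901) an intronic region 6.4 kb into the gene was in 1 of the 0 h libraries and in all 8 later ones, and a peak within 1 kb of the start was in 2 of 10 libraries. A further promoter region, with its near edge 875 bp upstream of the start, was in 0, 1, 1, 0 and 1 libraries in time order. At Gata2 (chromosome 6 from 88193891 to 88207032) no library had a promoter peak, and regions at −4.1 kb and 58.4 kb were in all 10. The region at 32.8 kb was in 2, 2, 2, 1 and 0 libraries in time order, and that at −3.2 kb, with 4 GATA matches, in 2, 0, 1, 1 and 0. At Ms4a2 (chromosome 19 from 11615523 to 11623719), which had no promoter peak, regions at −1.7 kb and 11.3 kb were in both 0 h libraries and in neither 24 h library. A region at 12.0 kb, directly beside the one at 11.3 kb, went the opposite way with 0, 1, 2, 1 and 2 libraries, so a shift of the called summit is not excluded there. Absence from a list at these loci is not a measure of closed chromatin, because depth is unknown. In Gata1 (chromosome X from 7959260 to 7978071, minus strand), an intronic region at 7971157 to 7971879, inside the annotated gene and 3.6 kb upstream of the transcript start at 7967910, was in all 6 libraries of 0 to 6 h and in none of the 4 later ones, with scores of 2.54 to 4.40.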

Values the study reported

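The study targeted 22 promoters of genes activated and 20 promoters of genes repressed after GATA1 activation in the G1E-ER4 line. It reported long-range interactions at 21 of the activated promoters (95.5%) and at 18 of the repressed ones (90.0%). At Mafk and Tmem184a it described contacts with enhancers 89 kb upstream and 13, 27 and 40 kb downstream, gained from 2 h on, with accessibility there changing little or not at all. At Gata2 it described modest accessibility changes at 12 h and 24 h. Over the captured promoters as a set, it reported a progressive gain of accessibility at activated promoters and a progressive loss at repressed ones. The enhancers in contact with these promoters were reported to change in the same direction. Expression and enhancer-promoter contacts were correlated with R = 0.890 (P = 0.022) at activated and R = 0.905 (P = 0.018) at repressed promoters.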

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

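Windows of 100 and 500 bp, crossed-split regions as the comparison (also with equal lists), neighbouring promoters counted once, pairings across replicate numbers and the unmatched draws of the same size were tests chosen only after the results had been seen, and the rest were fixed in advance. Apart from leaving out a library, 117 alternative values were computed, of which 95 kept their direction and side of the threshold (or, for counts, stayed within 1.5 times), 14 moved, 3 became stronger, 2 weaker and 3 reversed. Half-width windows of 100 or 500 bp, coverage of at least 50%, all sequences, merging over 4 lists, a promoter distance of 5 kb, motif hits per kb, a 50 kb window and covered length moved none of these values by more than that. Single motif calls did change. With windows of 100 bp, CTCF in lost regions lost its call (adjusted Fisher's exact p = 0.0719) and ETS in gained regions won one (0.00857), and with hits per kb CTCF in lost regions was uncalled and just below unchanged regions (0.0307 against 0.0312) and ETS in gained regions was called (adjusted permutation p = 0.0219). Windows of 500 bp put the time split first at 24 h, 1468 against 1464.

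Equal list sizes moved the regions gained at 2 h to 442, gained and lost at 6 h to 446 and 441, and gained at 12 h to 430. It removes the lowest-scoring peaks of the longer lists and changes nothing else. It brought the single-switch count of 310 past the threshold (exact permutation p = 0.0167) and the promoter differences at 2 h (0.913) and 12 h (1.15) as well (adjusted permutation p = 0.0491 for both); the cause was not tested. The top 50% of each list gave 423 gained and 198 lost at 2 h, 738 and 110 at 6 h, 367 and 280 at 12 h, and 264 and 496 at 24 h, smaller counts because fewer peaks enter.

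Leaving out 1 of the 4 libraries relaxes the criterion by construction. Gained regions then ran from 1197 to 3245 at 2 h, from 1682 to 5663 at 6 h, from 1080 to 3333 at 12 h and from 748 to 3645 at 24 h. Lost regions ran from 889 to 2131, from 322 to 1699, from 1082 to 2518 and from 1483 to 3306. The correlation of peak number with hours ran from −0.432 to 0.154 across the 10 libraries left out. Of the 50 values that left out a library, 30 moved, among them that correlation, whose sign changed without 24 h replicate 2.

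The reciprocal overlap reversed the order of similarity within time points (0.678) and between them (0.677), a difference far inside the spread of 0.0193. Pairings across replicate numbers reversed it as well, with 0.411 within and 0.404 between time points (exact permutation p = 0.125), because pairs sharing a number no longer enter. For the replicate block, libraries sharing a number had a mean Jaccard index of 0.422 and those with different numbers 0.404. Permuting time within the replicate block left the correlation of peak number with hours at −0.226 (permutation p = 0.562). The differences in presence between replicates 1 and 2 of one time point were barely correlated with those of another (0.0209 to 0.0908 over 10 pairs of time points). With equal lists the correlations were 0.0624 to 0.135, and 3 of 10 exceeded 0.1. They stayed low, so the numbers were not used to pair libraries.

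Called motif tests fell from 15 to 2 against unchanged regions matched on GC content and promoter class, and to 7 against crossed-split regions. The GATA share of gained regions, 38.0%, went from above unchanged regions to below matched ones. The tests left were GATA in lost and CTCF in gained regions, and 254 lost regions had no match. As many regions drawn without matching kept 13.2 ± 0.929 calls (SD, 11 to 15 in 100 draws), so the smaller number alone removed few calls. E-box in lost regions still differed before adjustment (33.0% against 27.5%, unadjusted Fisher's exact p = 0.0223). Counting neighbouring promoters once took the difference at 24 h to 1.40 and at 6 h to 1.74, both no longer past the adjusted threshold, with 39 promoters in place of 41. Depth is unknown for all libraries, which limits any statement that a region is closed.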

Other observations

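Equal list sizes were an alternative fixed in advance, but their use as tests of the patterns below, the shuffled tables, and the tests on the batch, on pairings across replicate numbers, on the wider set of weak regions near Gata1 and without Rgs1 and Rgs13 were chosen only after the results had been seen.

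The lists of replicates 1 and 2 differed in kind. With equal lists, pairs within replicate 2 were more alike (mean Jaccard index 0.486) than pairs with different numbers (0.422), whereas pairs within replicate 1 were not (0.415). With lists of equal size the share of peaks near a transcription start was 4.12 percentage points higher in replicate 2 than in replicate 1 (exact permutation p = 0.00794), which argues against list size as the reason. The highest score of a list was also higher in replicate 2 (144.5 ± 12.1 against 107 ± 17.4, SD, n = 5, exact permutation p = 0.00794). Both exact tests left the pairing by time point unused. A difference between library batches that shifts the class of peak called is a candidate explanation. The labels name no batch and the depth is unknown, so a difference in depth or tagmentation stays open. No biological explanation was tested.

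Replicates of a time point were no more alike than other libraries when all pairings were allowed, and equal list sizes alone left this as it was, with a share of 0.768 at least as similar. That argues against list size as the whole reason. Among pairings across replicate numbers the share was 0.125 with all peaks and 0.0167 with equal lists. Without equal lists it was 0.025 by the reciprocal overlap, and 0.158 and 0.108 with windows of 100 and 500 bp. Replicate number, alone or together with list size, may therefore hide a small likeness within time points, and the result depended on the measure of overlap. Whether a label is wrong could not be tested from lists of peaks alone.

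The excess of gained over lost regions at 6 h went with list size. It vanished with equal lists, where the ratio of gained to lost regions was 1.01, and 6 h replicate 2 had the largest list of all. The excess of lost regions at 24 h did not vanish with equal lists, where 771 were lost and 539 gained. The ratio of lost to gained regions was 2.05, and in the shuffled tables that kept list sizes it was 1.37 ± 0.0784 (SD), with 0 of 100 tables as high. With equal lists it was 1.43 against 1.05 ± 0.0679 (SD), again with no table of 100 as high. The shuffled mean with all peaks was above 1, so list size may account for part of the asymmetry. The direction reversed without 24 h replicate 2, the smallest list, with 3645 regions gained and 1483 lost. More were lost than gained without 24 h replicate 1 (2122 and 1219), 0 h replicate 1 (1913 and 1347) or 0 h replicate 2 (3306 and 748). Leaving out a library relaxes the criterion, so these counts do not settle the asymmetry. The shuffled tables keep no likeness between libraries, so a difference between library batches stays open.

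Regions lost at 24 h carried the GATA consensus more often than other variable regions, and 4 technical explanations were weighed. With equal lists the share was still 42.7 percentage points above that of crossed-split regions, which argues against list size. The same bases read backwards without complementing (AATAGW) rose by 5.36 points only, from 8.21% to 13.6%, where GATA rose by 40.5 points. That smaller excess passed its own test (Fisher's exact p = 4.38e-06), so base composition may contribute but, by the size of these excesses, not the whole. Among 826 pairs matched on promoter class, GC content and score percentile the GATA share was 61.1% in lost and 33.3% in crossed-split regions, 27.8 points apart (Fisher's exact p = 6.55e-30), so part of the excess went with these properties, and what remained argues against distal or weak regions of any kind as the whole reason. The consensus was 3.48 times denser within 50 bp of the 0 h summit than at 150 to 250 bp (6.86 and 1.97 hits per kb), which argues against motifs unrelated to the accessible site. A hypothesis that stays open, since the design activates GATA1, is that sites held open by another GATA factor at 0 h close once GATA1 is active. The study describes high GATA2 in the undifferentiated cells and its sharp fall once GATA1 is activated. It also reports less GATA1 binding after differentiation at enhancers whose promoter contacts were lost. Neither was examined at the regions lost here, so the hypothesis needs binding data at these regions. The excess over matched unchanged regions was only 13.4 points.

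Of the regions that switched off once, those that did so by 12 h carried the consensus in 78.7% (0 to 2 h), 80% (2 to 6 h) and 77.3% (6 to 12 h), and those lost between 12 and 24 h in 60%. The difference was not tested.

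The number of peaks around repressed promoters fell at 24 h, and equal lists gave a mean change of −1.05, which argues against list size. Regression from loci rich in peaks at 0 h was tested with 10000 random sets of 19 genes matched on their number of peaks at 0 h. These changed by 0.0795 ± 0.313 (SD), and a share of 0.0001 of them, the smallest these sets can give, fell as far as the repressed promoters. Rgs1 and Rgs13 supply part of it. Without Rgs13 the mean change was −1 (share 0.0003), and without both it was −0.765 (share 0.0065). Random sets contain fewer neighbouring genes than the captured set, so these shares are somewhat too small. Activated promoters did not stand out from matched sets (0.5 against 0.0902 ± 0.344, share 0.124). The study itself reported decreased accessibility at repressed promoters and at the enhancers in contact with them. From the peak lists, a loss of accessible sites around repressed genes stays a hypothesis, since it was found and tested on the same libraries.

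The intronic peak in Gata1, upstream of the start used here, was listed in 6 of 6 libraries up to 6 h and in 0 of 4 later. Of 7605 regions in all 6 early libraries, 44 were in none of the later ones. A weak peak near the calling threshold is a candidate explanation. Only 4 other regions had a mean score percentile within 5 points, and 0% of them were missing later, too few to decide. In the wider set of 39 regions with a mean percentile of at most 25, 4 (10.3%) were missing from all later lists. The weak-peak explanation and a true loss cannot be told apart, because too few regions are as weak as this one.

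No value quoted from the study above was recomputed here, since the lists hold no contacts, expression or read-level signal. The regions at −88.8, 12.8, 26.7 to 27.5 and 39.4 kb from Mafk lie near the enhancer positions quoted there. Those at −88.8 kb and 39.4 kb were in neither 0 h library and in 4 and 6 of the 8 later ones. The −88.8 kb region was weak, with scores of 2.05 to 5.81 and within-list percentiles of 0.549 to 51.6, and was in no 12 h library. The region at 12.8 kb was in both 0 h libraries, whereas those at 26.7 and 27.5 kb were each in 1 of them. Absence from a list is not a measure of closed chromatin here either.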
